A study of Homo sapiens with 6 samples. Its data were reported in "Low-dose TNF-α drives malignant progression and lipid metabolism in glioblastoma through the TRAF2-FASN axis" (2026).

How the data were processed

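RNA-seq of the human glioblastoma cell line U251 was analysed in 6 libraries, 3 from untreated control cells (NC group) and 3 from cells treated with 10 ng/mL tumor necrosis factor-α for 24 h (TNF-α group). Each library was assigned to its group and replicate number from its sample title. Total RNA was extracted with TRIzol and the libraries were made after poly(A) selection. Library construction, sequencing and the primary bioinformatic processing were carried out by a service company. The alignment and counting programs, their versions and the use of strand in counting were not stated.

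The authors deposited gene expression as FPKM, fragments divided by the gene length in kilobases and by a library size, with 1 column per library and a column of gene lengths, and without pooling or log transformation. The table listed 58735 genes. All 58735 matched GENCODE release 29 (Ensembl 94) on the GRCh38 assembly in identifier, name, start and end, and all 58735 deposited gene lengths equalled the merged exon length of that annotation. The table held 6 further columns of per-sample values that match no sample described here. They were not used here.

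The number of fragments behind each value was recovered from the deposited FPKM. The product of FPKM and gene length was a whole multiple of 1 step per library for 100% of the values, so that each value could be converted to whole fragments, called reads below. The reads in genes numbered from 31992167 to 37897044 per library. The library size inside the FPKM was a scaled total, and the ratio of this total to the reads in genes was 0.954, 0.959 and 0.925 in NC replicates 1 to 3 and 0.925, 0.693 and 0.759 in TNF-α replicates 1 to 3. This factor multiplies every FPKM of a library alike. A gene of 2 kb with 3 reads had an FPKM between 0.0415 and 0.0618, depending on the library. Counting error is covered by such limits, and PCR duplicates are not.

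Expression was tested as log2(FPKM + 1), that is with a pseudocount of 1, and fold changes are on this scale, which understates the change of genes with low values. Genes with an FPKM of at least 1 in at least 3 of the 6 libraries were tested, which left 12136 genes, of which 10440 were protein-coding. The TNF-α group was compared with the NC group with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided). P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and the threshold was an adjusted p under 0.05. Genes that also had an absolute log2 fold change of at least 1 were counted separately. All adjusted p-values for genes are from limma. For FASN, TRAF2, TNFRSF1A and TNF an exact two-sided permutation test of the mean log2(FPKM + 1) was added, for which 3 against 3 libraries cannot give a p below 0.1. The tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9.

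A total of 12 gene lists were written by hand. They covered the NF-kB response, TNF receptor signalling components, interferon-stimulated genes, fatty acid synthesis and elongation, cholesterol synthesis and uptake, triglyceride synthesis and lipid droplets, lipid export and transport, signalling genes linked to lipid storage, metallothioneins and zinc response, proliferation, synapse, axon and adhesion genes, and HOX genes. Each list was tested with limma's camera with a preset inter-gene correlation of 0.01, adjusted over the 12 lists, and was summarised by the median log2 fold change of its tested members. The fry test and camera with an estimated correlation were run beside it. Genes named in the text were FASN, TRAF2, TNF, TNFRSF1A and TNFRSF1B, the 10 genes with the largest log2 fold change in each direction among genes past the threshold whose groups did not overlap, and for each list up to 5 members past the threshold with the largest absolute change. The groups, the tests, the lists, this rule and the alternatives below were fixed before the data were examined, except where stated. Apart from interferon-stimulated genes and cholesterol synthesis, the lists cover processes that the study spoke of. It had itself reported lipid storage and lipid export terms from its transcriptome analysis of TNF-α-treated U251 cells. The lists of lipid storage signalling and lipid export are therefore not independent of these data. The tests of explanations in the closing section, and the share of genes without overlap in other splits of the libraries, were chosen after seeing the data.

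The alternatives were a pseudocount of 0.1 or 0.5, 3 other filters on low values, TPM, quantile normalization, centring of each library on its median log2 ratio, eBayes without a trend or with the robust option, the replicate number as a block, leaving out each library in turn, limma-voom on the recovered reads, protein-coding genes only, and limma's treat against an absolute log2 fold change of 1. For the lists, camera on ranks and the removal of NF-kB response genes from the lipid lists were added. A correction for GC content and transcript length was chosen after seeing the data. In it, the log2 ratio of each library to the mean of all libraries was fitted with natural splines of GC content and log2 transcript length, each with 5 degrees of freedom, and their products, and the fitted values were subtracted. GC content and length were taken from 1 annotated transcript per gene, and 12131 of the 12136 tested genes had them.

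The procedure was tested on simulated data for the 12131 genes, with 200 genes changed by known amounts in each of 10 runs. With no difference between libraries of a group, 99.3% of the changed genes were recovered with a mean of 11.8 false calls. When the GC and length trend measured in TNF-α replicates 2 and 3 was imposed, 76.9% were recovered with 2.3 false calls, and 98.4% with 20.6 false calls after the correction. When their whole shift was imposed, 54.9% were recovered with 1.2 false calls, and 70.9% with 1.7 false calls after the correction. With the trend and no changed gene, a mean of 0 genes was called, 2721 had an unadjusted p under 0.05, and the corrected fit called a mean of 0.6 genes.

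TNFRSF1B was under the filter on low values and had no test. No library was left out of the comparison reported. No pair of libraries was counted as 1 sample, since the counts of every pair differed by more than sampling noise, with a chi-square per degree of freedom of at least 5.77. This speaks against a library deposited more than once and does not show that the libraries came from separate cultures.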

Results

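Gene expression was measured by RNA-seq in U251 cells, an established human glioblastoma line, that were left untreated (NC group, n = 3) or exposed to 10 ng/mL of the inflammatory cytokine tumor necrosis factor-α for 24 h (TNF-α group, n = 3). The reads in genes numbered 37897044, 34204083 and 34736926 in NC replicates 1 to 3 and 34726418, 37414474 and 31992167 in TNF-α replicates 1 to 3. Depth was therefore similar in both groups. All values are FPKM computed by the authors, and all coordinates are on GRCh38.

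To examine whether libraries of a group resembled each other, log2(FPKM + 1) was compared between libraries across the 12136 tested genes, which are not independent replicates. Pearson's r averaged 0.992 within the NC group (0.991 to 0.993 over 3 pairs), 0.931 within the TNF-α group (0.889 to 0.992 over 3 pairs) and 0.923 between the groups (0.879 to 0.980 over 9 pairs). A pseudocount of 0.1 moved the NC mean most, to 0.985. The mean within the TNF-α group was 0.992 without TNF-α replicate 1. The first principal component held 88.4% of the variance and placed TNF-α replicates 2 and 3 at 69.5 and 55.2, against -34.8 to -27.5 for the other 4 libraries. The second component held 6.13% and placed TNF-α replicate 1 at 24.7, against -8.34 to 2.46 for the other 5 libraries. Relative to the NC mean, 152 genes moved by at least 1 on the log2 scale in TNF-α replicate 1, 3592 in replicate 2 and 2663 in replicate 3.

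TNF-α replicates 2 and 3 also differed from the other 4 libraries in composition. Genes longer than 8 kb took 16.6% and 17.9% of their reads, against 28.8% to 29.1% in the other libraries. Ribosomal protein genes took 7.32% and 6.28%, against 2.63% to 2.91%. GC content and transcript length accounted for 41.5% and 40.0% of the variance of their log2 ratios to the NC mean, against 1.51% in TNF-α replicate 1 and 3.55% to 17.3% in the NC libraries. The labels gave no batch or date. Both libraries belonged to the TNF-α group and had no NC library beside them. The other 4 libraries held 3 NC libraries and TNF-α replicate 1 alone, so within them the groups could be described but not tested with replicates. The spread within the TNF-α group entered every test of all 6 libraries.

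**Figure D1:**
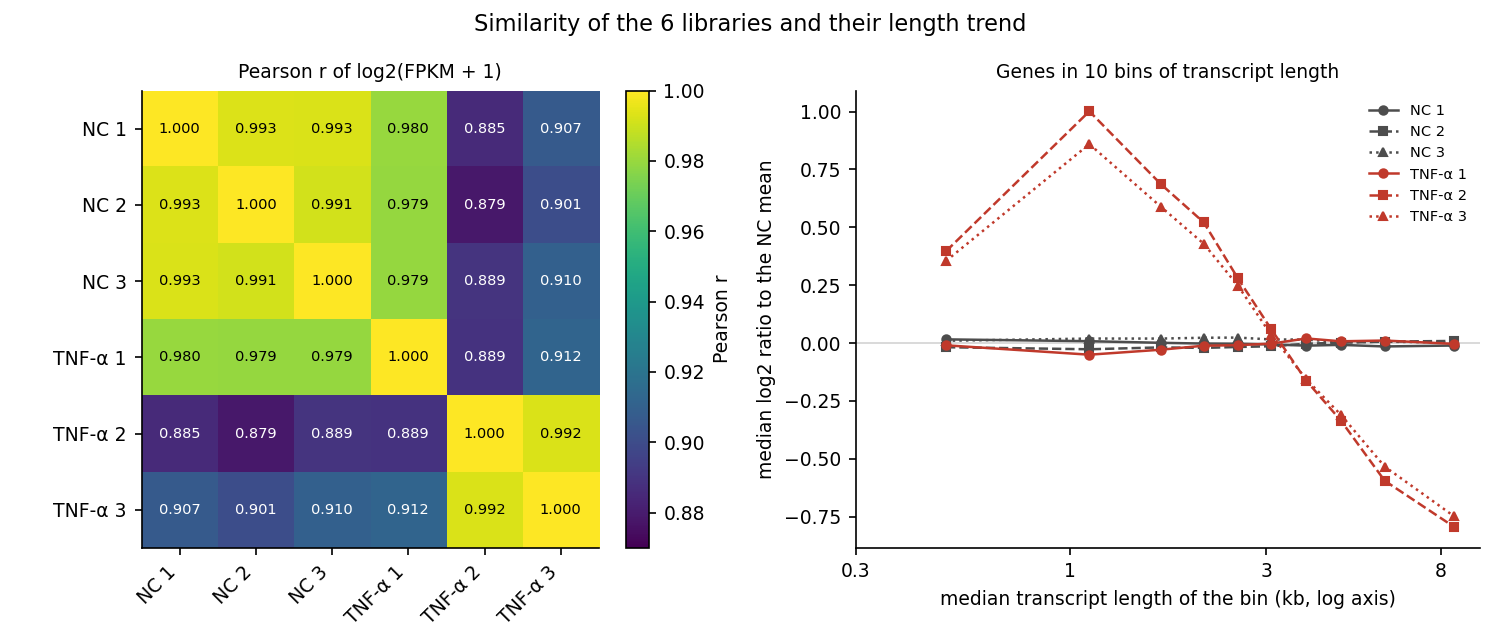
Left, Pearson's r of log2(FPKM + 1) across 12136 genes for each pair of the 6 libraries. Right, median log2 ratio to the NC mean in 10 equal bins of the genes by transcript length (kb, log axis), with 1 line per library: TNF-α replicates 2 and 3 started at 0.40 and 0.35 in the shortest bin, rose to 1.00 and 0.86 in the next and fell to -0.80 and -0.75 in the longest, while the other 4 libraries stayed between -0.02 and 0.02 in the shortest and the longest bin.

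The genes changed by TNF-α were then determined. An adjusted p under 0.05 was reached by 123 genes, of which 87 were higher and 36 lower in the TNF-α group. An absolute log2 fold change of at least 1 was reached by 107 of them, 78 higher and 29 lower. At an unadjusted p under 0.05 there were 2942 genes, 1495 higher and 1447 lower, and the smallest adjusted p was 0.000665. The groups did not overlap in all 123 genes, and TNF-α replicate 1 lay beyond every NC library in the direction of the change in each of them. Of all genes tested, 3654 (30.1%) had groups that did not overlap. Chance gives 10% for exchangeable libraries, but TNF-α replicates 2 and 3 moved together. The 3 other splits of the libraries that kept both on the same side gave 29.6%, 14.5% and 17.3%, so the share by itself does not separate the treatment from the difference of these libraries. The count moved most when TNF-α replicate 1 was left out, which gave 9630 genes. Leaving out NC replicates 1, 2 or 3 gave 17, 10 or 13 genes, and leaving out TNF-α replicates 2 or 3 gave 42 or 20. With the correction for GC content and length, chosen after seeing the data, 396 genes passed, 249 higher and 147 lower, and 110 of the 123 genes were among them. In the simulation with the trend imposed, the corrected fit made 20.6 false calls among 217.4, against 2.3 among 156 uncorrected. With the whole shift imposed it made 1.7 among 143.4, against 1.2 among 111 uncorrected. The 396 genes may therefore hold a larger share of false calls than the 123.

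**Figure D2:**
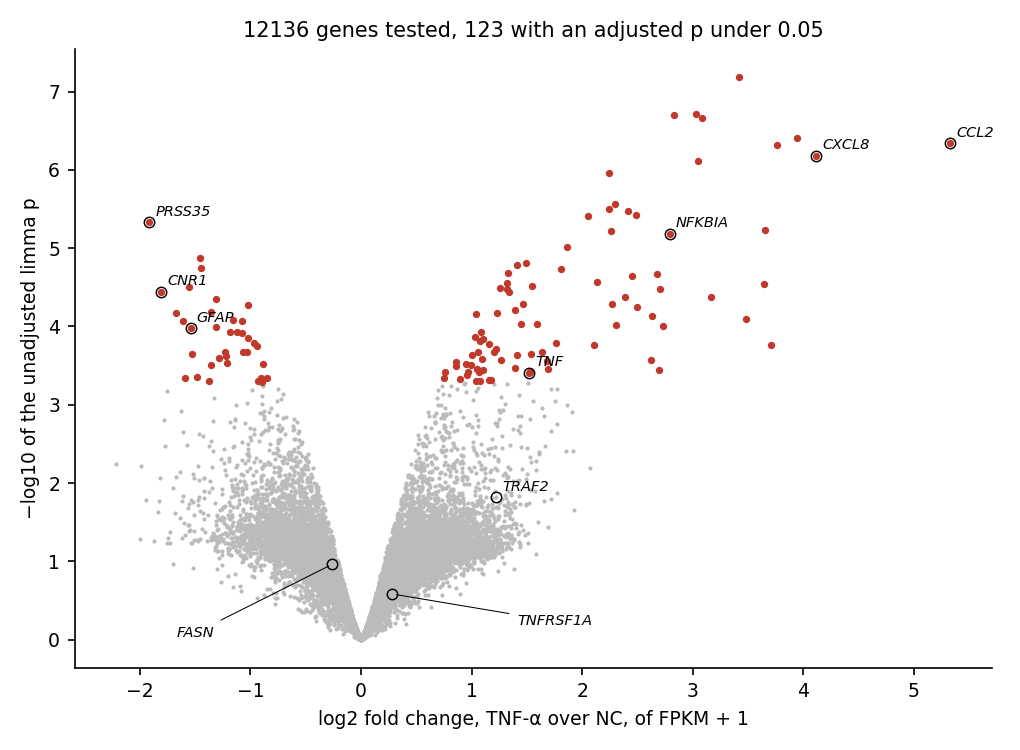
Log2 fold change of FPKM + 1 in the TNF-α group over the NC group (horizontal axis) against the -log10 of the unadjusted limma p (vertical axis), with 1 point for each of 12136 genes. The 123 genes with an adjusted p under 0.05 are coloured, 87 higher and 36 lower, and FASN, TRAF2 and TNFRSF1A are not among them.

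Genes of chemokines, cytokines and NF-kB signalling had the largest rises. CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) rose from 2.05 ± 0.0964 to 126 ± 38.3 FPKM (mean ± SD, n = 3 per group), a log2 fold change of 5.33 with a standard error (SE) of 0.25 and an adjusted p of 0.000833. CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716) rose from 29.5 ± 2.65 to 534 ± 111 FPKM, with a log2 fold change of 4.12, an SE of 0.21 and an adjusted p of 0.000996. TRAF1 (ENSG00000056558, chromosome 9, 120902393 to 120929173) had the smallest adjusted p, 0.000665, and rose from 1.16 ± 0.0981 to 22.2 ± 1.58 FPKM, with a log2 fold change of 3.42 and an SE of 0.12. The other genes among the 10 largest rises had log2 fold changes of 3.94 (CXCL10), 3.76 (ICAM1), 3.71 (IL32), 3.66 (CSF2), 3.64 (IL4I1), 3.48 (RELB) and 3.16 (IER3), with adjusted p-values from 0.000833 to 0.0285. The value of CSF2 rests on 2, 0 and 10 reads in the NC libraries, and its log2 fold change ranged from 3.25 to 7.22 over the alternatives. All 10 were higher in 3 of 3 TNF-α libraries than in every NC library. Exons of another gene overlapped 23.6% of the exonic length of ICAM1, 13.1% of IL4I1 and 26.5% of IER3. As the use of strand was not stated, the values of these 3 genes are uncertain.

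The largest fall was that of PRSS35 (ENSG00000146250, chromosome 6, 83512538 to 83525704), from 9.80 ± 0.386 to 1.87 ± 0.323 FPKM (n = 3 per group), with a log2 fold change of -1.91, an SE of 0.13 and an adjusted p of 0.00353. CNR1 (ENSG00000118432, chromosome 6, 88139864 to 88166359) fell from 4.75 ± 0.0494 to 0.666 ± 0.360 FPKM, with a log2 fold change of -1.81, an SE of 0.18 and an adjusted p of 0.0116. GFAP (ENSG00000131095, chromosome 17, 44903161 to 44916937), which encodes an astrocyte intermediate filament, fell from 8.24 ± 1.19 to 2.19 ± 0.537 FPKM, with a log2 fold change of -1.54, an SE of 0.18 and an adjusted p of 0.0210. The log2 fold changes of the others were -1.67 (SAMD11), -1.61 (SOX21), -1.59 (NPY1R), -1.56 (KRT13), -1.48 (NTN4) and -1.45 (LINC00639), with adjusted p-values from 0.00772 to 0.0483. The small nucleolar RNA gene SNORD73B had 3, 6 and 5 reads in the NC libraries and 0 in each TNF-α library. Its NC mean was 1.27-fold above the FPKM of 3 reads in the TNF-α libraries. This floor allows for counting error in the TNF-α reads but not in the NC reads, so 1.27-fold is not a firm lower limit. Exons of another gene overlapped 18.4% of the exonic length of GFAP, 12.6% of NPY1R and 16.3% of KRT13, and their values are uncertain for the same reason. Across the 31 named genes past the threshold, the direction held under each alternative run. Of these genes, 26 lost significance without NC replicate 2, 23 without NC replicate 1, 24 without NC replicate 3, 14 without TNF-α replicate 2 and 21 without TNF-α replicate 3, and none without TNF-α replicate 1.

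The study asked whether TNF-α alters the transcript of FASN, the fatty acid synthase, and the expression of TRAF2, an adaptor of the TNF receptors. After TNF-α it measured TRAF2 as protein, while the values here are of RNA. FASN (ENSG00000169710, chromosome 17, 82078333 to 82098332) had 86.0, 91.7 and 95.0 FPKM in the NC libraries and 78.4, 73.4 and 75.7 FPKM in the TNF-α libraries, that is 90.9 ± 4.58 against 75.8 ± 2.46 (n = 3 per group). The log2 fold change was -0.26 (SE 0.14), with an adjusted p of 0.212 and an exact permutation p of 0.1, the smallest possible. The difference was not past the threshold although the groups did not overlap. After the GC and length correction it was -0.04 (adjusted p 0.695). TRAF2 (ENSG00000127191, chromosome 9, 136881912 to 136926607) had 9.92, 10.8 and 12.2 FPKM in the NC libraries and 14.8, 43.1 and 30.04 FPKM in the TNF-α libraries, that is 11 ± 1.17 against 29.3 ± 14.2. The log2 fold change was 1.22 (SE 0.37), with an adjusted p of 0.195 and an exact permutation p of 0.1, and most of the rise was in TNF-α replicates 2 and 3. After the correction it was 0.67 (adjusted p 0.0848). Without TNF-α replicate 1, FASN had a log2 fold change of -0.28 with an adjusted p of 0.00996, and TRAF2 had 1.63 with an adjusted p of 5.3e-05. Over all alternatives the adjusted p ranged from 0.00996 to 0.797 for FASN and from 5.3e-05 to 0.487 for TRAF2.

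The receptors and the ligand were examined next. TNFRSF1A (ENSG00000067182, chromosome 12, 6328757 to 6342114) had 37.3 ± 2.10 FPKM in the NC group and 46.8 ± 12.9 FPKM in the TNF-α group (n = 3 per group). Its log2 fold change was 0.28 (SE 0.23, adjusted p 0.354, exact permutation p 0.4). TNF-α replicate 1 lay below every NC library, and the direction reversed under quantile normalization (-0.17) and the GC and length correction (-0.17). It was -0.21 under TPM, which moved the median of all genes to -0.42, and 0.20 relative to that median. Without TNF-α replicate 1 it was 0.51 with an adjusted p of 0.0017, without TNF-α replicate 2 it was 0.11, and over all alternatives the adjusted p ranged from 0.0017 to 0.764. TNFRSF1B (ENSG00000028137, chromosome 1, 12167003 to 12209228) had 4 reads in NC replicate 3 and 0 in the other 5 libraries. An FPKM of 0.0220 to 0.0328 corresponds to 3 reads of this gene, so no fold change is given and a difference was not detectable at this depth. The transcript of TNF itself (ENSG00000232810, chromosome 6, 31575567 to 31578336) rose from 0.157 ± 0.136 to 2.39 ± 0.845 FPKM, resting on 15, 0 and 12 reads in the NC libraries and 78, 134 and 107 in the TNF-α libraries. Its log2 fold change was 1.52 (SE 0.22, adjusted p 0.0432, exact permutation p 0.1), and it lost significance under 12 of 19 alternatives. Its adjusted p ranged from 2.7e-05 without TNF-α replicate 1 to 0.284 without NC replicate 2.

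**Figure D3:**
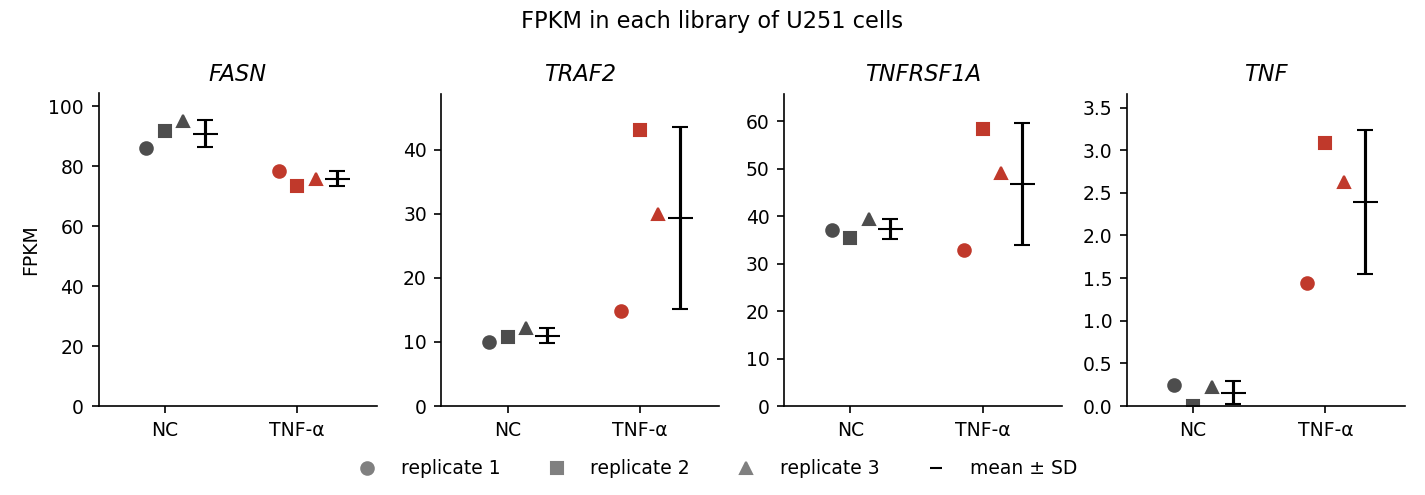
FPKM of FASN, TRAF2, TNFRSF1A and TNF in each of the 6 libraries, with the replicate number given by the symbol and the mean ± SD of each group (n = 3) beside the points; the vertical axes start at 0. FASN was lower and TRAF2 higher in each TNF-α library than in every NC library, neither with an adjusted p under 0.05, and TRAF2 reached 43.1 and 30.04 FPKM in TNF-α replicates 2 and 3 against 14.8 in replicate 1.

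Whether the treatment moved lipid metabolism and inflammatory genes as groups was tested with 12 gene lists, each adjusted over the 12 tests by limma's camera. The NF-kB response list had a median log2 fold change of 2.29 over 41 tested genes, all 41 higher, with an adjusted p of 7.4e-33. Its median log2 ratio was 2.03, 2.19 and 2.23 in TNF-α replicates 1 to 3, against -0.03 to 0.04 in the NC libraries. Of its genes, 29 passed the threshold over all genes and 39 when adjusted over the list alone. NFKBIA was among them, with a log2 fold change of 2.79 (adjusted p 0.00415). Its median moved most, to 1.52, when every gene with an FPKM above 0 in at least 1 library was tested. The TNF receptor signalling components had a median of 0.20 (29 genes, 18 higher, adjusted p 0.207). It became -0.25 under TPM, 0.03 under quantile normalization, 0.11 without TNF-α replicate 2 and 0.13 without TNF-α replicate 3. In this list 1 gene passed over all genes and 5 when adjusted over the list alone. Interferon-stimulated genes had a median of 0.24 (51 genes, 33 higher, adjusted p 0.0418), which reversed under TPM (-0.25) and quantile normalization (-0.06). Relative to the median of all genes, the list median was 0.17 under TPM and -0.07 under quantile normalization. None of the genes on this list passed over all genes or when adjusted over the list alone, and 16 had an unadjusted p under 0.05. The list shared no tested gene with another list. CXCL10, which passed, was counted under the NF-kB response, so this result covers only the genes listed here. Without TNF-α replicate 1 this list had an adjusted p of 0.492, and without NC replicate 2 0.0632. The adjusted p was 0.000262 with the GC and length correction (median 0.21), 0.00277 under TPM and 0.00226 without TNF-α replicate 2. Of its 23 alternatives, 16 kept the call, 5 lost it and 2 reversed the median.

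Among the 5 lipid lists, fatty acid synthesis and elongation had a median log2 fold change of -0.28 (28 genes, 9 higher, adjusted p 0.0418) and was below 0 in 3 of 3 TNF-α libraries, at -0.10, -0.47 and -0.33. None of its genes passed over all genes, 2 passed when adjusted over the list alone and 10 had an unadjusted p under 0.05. Its adjusted p was 0.133 without TNF-α replicate 1, where its median was -0.42, and 0.0632 without NC replicate 2. Signalling genes linked to lipid storage had a median of 0.31 (23 genes, 16 higher, adjusted p 0.00157), which became -0.13 under TPM. The median was 0.06 under quantile normalization (adjusted p 0.0127) and 0.25 with the GC and length correction (adjusted p 8.5e-05). In this list 7 genes passed over all genes and 11 when adjusted over the list alone. The calls with the largest change were IL1B (2.13), C3 (2.05), LIF (1.86) and IKBKE (1.59) beside NFKBIA. Of the 23 genes 6 are also in the NF-kB response list, and without them the median was 0.09 over 17 genes (adjusted p 0.403). Without TNF-α replicate 1 the list of 23 had an adjusted p of 0.373. Triglyceride synthesis and lipid droplets (27 genes, median -0.02), cholesterol synthesis and uptake (26 genes, 0.06) and lipid export and transport (29 genes, 0.08) had adjusted p-values of 0.987, 0.987 and 0.926, and each of these medians took the other sign under at least 1 scaling or filter. The triglyceride median was 0.04 without NC replicate 2, TNF-α replicate 1 or TNF-α replicate 2 and -0.05 without NC replicate 3. The cholesterol median was 0.27, 0.02 and 0.01 without TNF-α replicates 1, 2 and 3, and the lipid export median was 0.03 without TNF-α replicate 2 or 3. Within them 2, 0 and 1 genes passed over all genes, and 2, 0 and 2 when adjusted over the list alone, and 4 genes of cholesterol synthesis and uptake had an unadjusted p under 0.05. The genes that passed were MGLL (1.07), METTL7A (-1.21) and APOL3 (1.76).

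Synapse, axon and adhesion genes had a median log2 fold change of -0.53 (36 genes, 6 higher, adjusted p 3.2e-05). The median was -0.06 in TNF-α replicate 1 and -0.80 and -0.81 in replicates 2 and 3, and 3 genes passed over all genes and 12 when adjusted over the list alone. The 3 genes were NTN4 (-1.48), CDH10 (-1.37) and PCDH1 (0.90). Metallothioneins and zinc response (8 genes, median 0.64, adjusted p 0.403), proliferation (49 genes, -0.10, adjusted p 0.207) and HOX genes (21 genes, 0.12, adjusted p 0.987) were not past the threshold, and the HOX median reversed under TPM (-0.34) and the GC and length correction (-0.28). It was 0.22, 0.04 and 0.05 without TNF-α replicates 1, 2 and 3. The metallothionein median moved to 0.039 when all genes were tested, 0.12 with an FPKM of at least 5 and 0.22 under TPM (0.64 relative to the median of all genes there). None of their genes passed over all genes, and 3, 12 and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 0, 0 and 1 passed. The calls of the NF-kB response, interferon-stimulated, fatty acid and lipid storage signalling lists held under fry, that of the synapse, axon and adhesion list did not (adjusted p 0.116), and with an estimated correlation the NF-kB response alone held (adjusted p 0.0371).

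**Figure D4:**
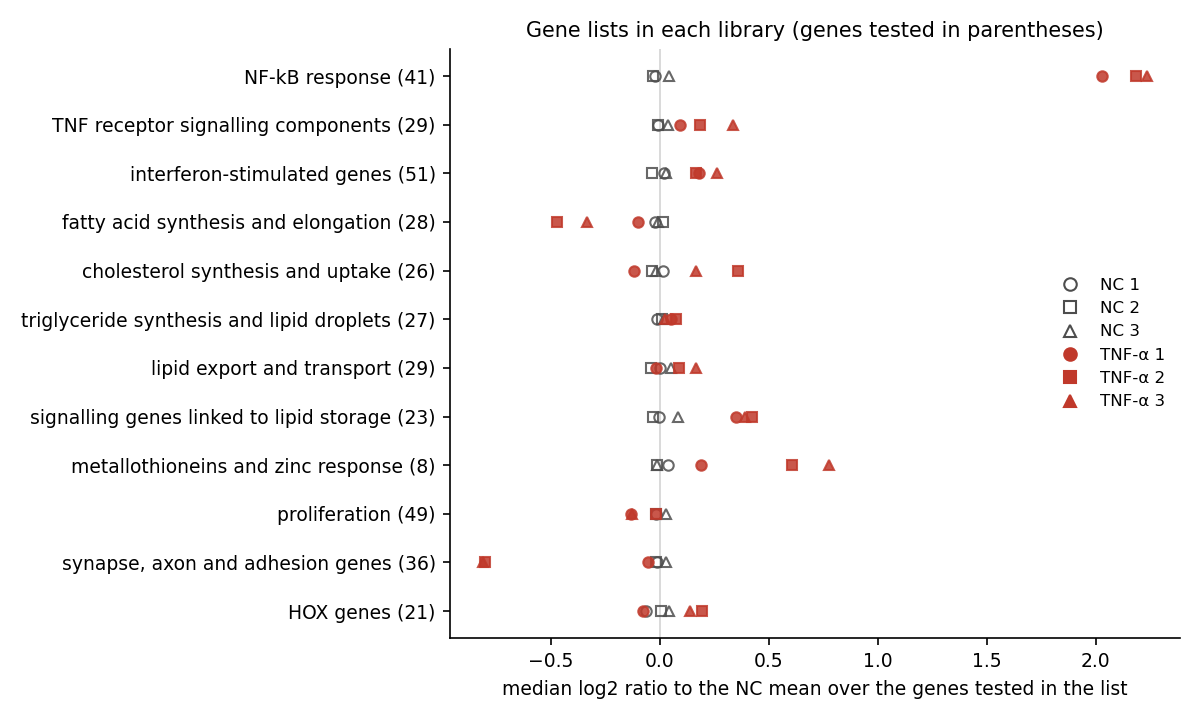
Median log2 ratio to the NC mean over the tested genes of each of 12 lists (horizontal axis), with 1 symbol for each of the 6 libraries and the number of tested genes in parentheses. The NF-kB response lay between 2.03 and 2.23 in the 3 TNF-α libraries, while the synapse, axon and adhesion genes were near -0.06 in TNF-α replicate 1 and near -0.80 in replicates 2 and 3; list directions that flip under other scalings include the interferon-stimulated, TNF receptor, lipid storage signalling, cholesterol, lipid export and HOX lists under TPM.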

Values the study reported

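The study treated U251 cells with TNF-α at 10 ng/mL and sequenced RNA of the treated and control groups with n = 3. It selected this concentration after proliferation assays at 5, 10, 20, 40 and 60 ng/mL, of which 10 ng/mL raised cell viability, and after a further series from 2.5 to 20 ng/mL, in which growth was already raised at 2.5 ng/mL and most at 10 ng/mL. It treated cells for 24 h in colony formation and migration assays. By RT-qPCR, it reported no significant effect of TNF-α on the FASN transcript. By Western blot, it reported a rise of FASN protein over time and no significant effect on TRAF2. It also reported a longer half-life of FASN protein and no change in the stability of TRAF2. The RNA values given here do not measure protein.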

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

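The NF-kB response list kept its direction and its side of the threshold under all 23 alternatives, with medians from 1.52 to 2.71 and adjusted p-values up to 0.0371. FASN stayed lower and TRAF2 stayed higher under all 20 alternatives, with log2 fold changes from -0.76 to -0.04 and from 0.67 to 1.63. The directions of the fatty acid, synapse, axon and adhesion, proliferation and metallothionein lists held under all of theirs, though the metallothionein median ranged from 0.039 to 0.73. For TNFRSF1B no comparison is given under any alternative, as its values rest on 4 reads in 1 library and cannot show a difference. The correction for GC content and length, alone and with the block, and the fits of library similarity that left out a library were chosen after seeing the data.

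The count of changed genes, 123 with 87 higher and 36 lower, was the least stable result. It fell to 58 (43 higher, 15 lower, 52 with an absolute log2 fold change of at least 1) when all genes with an FPKM above 0 were tested, where the adjustment covers 31662 genes, and to 79 with 14 lower when an FPKM of at least 5 was required, where fewer genes were tested. Under TPM it was 58 (42 higher, 16 lower, 56 with the larger change) and under quantile normalization 185 with 131 higher, and the cause was not tested. With the GC and length correction it was 396 (249 higher, 147 lower). The treat test left 16 of the 107 genes with an absolute log2 fold change of at least 1, since it tests against that change. A pseudocount of 0.1, limma-voom on the recovered reads and protein-coding genes only gave 107, 113 and 131 genes, and 104, 104 and 112 of them were among the 123. The share of higher genes was 70.7%, and it was 72.4% under TPM, 70.8% under quantile normalization, 70.4% with centring and 62.9% with the correction. It was 95.8% with the replicate block and 53.7% without TNF-α replicate 1. At an unadjusted p under 0.05, 1495 genes were higher and 1447 lower, and under TPM 510 were higher and 2693 lower.

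Across the 6 fits that each left out 1 library, the count ranged from 10 to 9630 genes, with 10 to 5169 higher, 0 to 4461 lower and 10 to 3080 with the larger change. The highest values were those without TNF-α replicate 1, where the 2 TNF-α libraries left were alike. With the correction, the count was 77, 73 and 70 without NC replicates 1, 2 and 3, and 8513, 157 and 88 without TNF-α replicates 1, 2 and 3. The lowest uncorrected count of genes that fell, 0, was found without NC replicate 2 and without NC replicate 3, where 468 and 505 lower genes had an unadjusted p under 0.05. The log2 fold change ranged from -0.30 to -0.23 for FASN, from 0.89 to 1.63 for TRAF2 and from 0.11 to 0.51 for TNFRSF1A, and of these 6 fits only the one without TNF-α replicate 1 put each of the 3 genes past the threshold. The interferon median ranged from 0.20 to 0.26, the fatty acid median from -0.42 to -0.23, the triglyceride median from -0.054 to 0.043 with a reversal without NC replicate 2, TNF-α replicate 1 or TNF-α replicate 2, and the lipid storage signalling median from 0.25 to 0.40. The mean correlation ranged from 0.991 to 0.993 within the NC group and from 0.889 to 0.992 within the TNF-α group. It was 0.985 within the NC group with a pseudocount of 0.1 and 0.994 with an FPKM of at least 5.

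Replicate numbers are shared by the groups. Same-numbered libraries did not deviate together: the correlation of their deviations from the group means across genes was -0.01, -0.18 and 0.12 for replicates 1, 2 and 3, and -0.06, -0.05 and -0.01 after the correction. The SD of log2 ratios to the NC mean was 0.93 and 0.81 in TNF-α replicates 2 and 3, against at most 0.121 in the NC libraries. A shared effect of the size seen in the NC libraries would hardly show in these correlations. They therefore cannot decide whether the numbers pair the samples. With the replicate block the count was 24 genes (23 higher, 1 lower, 24 with the larger change), and with the correction and the block 68 (9 lower, 68 with the larger change). The interferon and fatty acid medians were 0.24 and -0.28 with the block, each with an adjusted p of 0.0805.

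Several directions depended on the scaling. TPM moved the median log2 fold change of all genes from 0.04 to -0.42. Medians became -0.25 for TNF receptor components, -0.25 for interferon-stimulated genes, -0.42 for cholesterol, -0.38 for lipid export, -0.13 for lipid storage signalling and -0.34 for HOX genes, and TNFRSF1A became -0.21. Relative to the shift these list medians were 0.17, 0.17, -0.0044, 0.04, 0.28 and 0.08, and TNFRSF1A was 0.20. The fatty acid median was -0.78 under TPM, past no threshold (adjusted p 0.170), and -0.37 relative to the shift. Under quantile normalization TNFRSF1A was -0.17, the interferon median -0.060 and the cholesterol median -0.047, and the proliferation median of -0.47 passed the threshold (adjusted p 6.8e-05, range over its alternatives 6.8e-05 to 0.647). With the correction, with or without the block, TNFRSF1A was -0.17, the cholesterol median -0.082, the triglyceride median 0.084 and the HOX median -0.28, the last with an adjusted p of 0.0245 (0.0318 with the block, range over its alternatives 0.0245 to 0.997). The triglyceride median was also 0.14 with an FPKM of at least 5, which raised the median of all genes to 0.15, and 0.017 with a mean FPKM of at least 0.5. The cause of these reversals was not tested, except that the shift of all genes under TPM accounts for the signs it gives to the lists, cholesterol apart, and to TNFRSF1A.

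Other list calls moved across the threshold with their medians of the same sign. The fatty acid median was -0.20 (adjusted p 0.0845) when all genes were tested, and the interferon median was 0.27 (adjusted p 0.205) with an FPKM of at least 5. With an estimated correlation the interferon (0.24), fatty acid (-0.28), lipid storage signalling (0.31) and synapse, axon and adhesion (-0.53) lists had adjusted p-values of 0.216, 0.293, 0.125 and 0.468. With fry, which tests each list without comparing it with other genes, TNF receptor components (0.20), metallothioneins (0.64) and proliferation (-0.10) passed, with adjusted p-values of 0.000265, 0.0034 and 0.0407, and the synapse, axon and adhesion list (-0.53) did not (0.116). Without NF-kB response genes the lipid storage signalling median was 0.093 (adjusted p 0.403). The fatty acid list holds no such gene and kept its median of -0.28, and its adjusted p of 0.0523 follows from the adjustment over the changed lists. Among the 31 named genes past the threshold, 414 comparisons with an alternative kept the call, 196 lost significance and 0 reversed.

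Depth limited TNFRSF1B, TNF, CSF2 and SNORD73B, whose NC values rest on 0 to 15 reads per library.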

Other observations

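All tests in this part were chosen after the results they bear on had been seen.

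TNF-α replicates 2 and 3 stood apart from the other 4 libraries, as the plot of correlations shows. Several explanations are argued against by the tables. With all libraries thinned to 31992167 reads, both libraries still had a mean r of 0.896 with the other 4, whose lowest r with each other was 0.979, so depth does not account for the difference. Among genes with a mean FPKM of at least 5, the 100 genes of highest expression were left out. The lower of the SDs of log2 ratios to the NC mean in both libraries was then 0.834. It was 0.296 in TNF-α replicate 1 and at most 0.0965 in the NC libraries, which are part of that mean. A few abundant genes therefore do not account for the difference. The lower median of the NF-kB response genes in both was 2.19, above the 2.03 of TNF-α replicate 1, which argues against an exchange with an untreated library. Of 20785 genes of at least 500 bp that were under 0.1 FPKM in the other 4 libraries, 0 reached 1 FPKM in both and 2 reached 0.5 FPKM, which argues against RNA from cells of another type. Of the 5342 genes that TNF-α replicate 1 left within 0.1 of the NC mean, 19.1% moved by at least 1 on the log2 scale in both, which argues against a stronger form of the same response. A trend with GC content and transcript length accounted for at least 40.0% of the variance in both, against at most 17.3% in the other libraries, and may be part of the cause. The trend as fitted is not the whole cause, since the mean r with the other 4 was 0.933 after the correction, where the other libraries had at least 0.981. The correction was incomplete. It left medians of 0.28 and 0.26 in both libraries in the bin of transcript length next to the shortest. A part of the trend that the fit missed therefore stays open. What also stays open is another handling of the RNA or of the library, or another state of these cultures. After the correction both libraries had an r of 0.992 with each other, which either would give. These cannot be told apart, because both libraries are TNF-α samples and the labels give no batch.

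The mitochondrial genes MT-ND4L (chromosome MT, 10470 to 10766) and MT-ND4 (chromosome MT, 10760 to 12137), singled out after their values were seen, overlap and are known to be carried by a shared mRNA. MT-ND4L had 1911, 1885 and 2011 FPKM in the NC libraries and 1993, 344 and 442 FPKM in TNF-α replicates 1 to 3. MT-ND4 had 4183, 4234 and 4382 FPKM and 4902, 5647 and 5437 FPKM. The log2 ratio of MT-ND4L to MT-ND4 moved by -2.90 and -2.48 in TNF-α replicates 2 and 3, against -0.16 in replicate 1. A change in the amount of the shared mRNA would leave this ratio in place, so the tables argue against it. After the correction it still moved by -2.73 and -2.35, which argues against the trend with GC content and length as fitted. A general loss of very short genes stays open. The shortest of the 10 bins of genes was higher in both libraries (0.40 and 0.35), but less so than the next bin (1.00 and 0.86). Its median length of 498 bp is also above the 297 bp of MT-ND4L, so the bin cannot decide it. Whether reads in the overlap were assigned differently was not tested, and no biological explanation was tested.

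The higher TRAF2 level in the TNF-α group may rest in part on the trend with GC content and length. After the correction its log2 fold change was 0.67, against 1.22 before. With an adjusted p of 0.0848 (range over all alternatives 5.3e-05 to 0.487), a response of TRAF2 to TNF-α and a remainder of the shift in replicates 2 and 3 cannot be told apart. TNF-α replicate 1, in which the trend was weak, had a TRAF2 log2 ratio of 0.404 before the correction and 0.395 after it. The highest corrected NC library had 0.058. These values rest on 1 library and do not settle the question for the group. For FASN the correction gave -0.041, smaller than the SD of 0.0470 among the corrected NC libraries, so the trend is a candidate explanation for its lower values in TNF-α replicates 2 and 3, which came to -0.03 and -0.0073. TNF-α replicate 1, in which the trend was weak, had -0.21 before the correction and -0.089 after it, below the lowest corrected NC library (-0.054). For all 3 libraries together, the trend and a small fall of FASN cannot be told apart, since only replicate 1 speaks against the trend.

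The lower median of the synapse, axon and adhesion genes was -0.21 after the correction (camera adjusted p 0.00343, range over all alternatives 3.2e-06 to 0.468). The trend as fitted did not remove the whole fall. The correction was incomplete, and with it 1 to 7 lists passed in the other splits of the libraries. The remainder therefore cannot exclude the trend as the whole cause. In TNF-α replicate 1 the median was -0.055, against -0.80 in replicate 2, so the fall may be a shift of replicates 2 and 3. For the fatty acid list the picture was similar. Its median was -0.18 after the correction (adjusted p 0.0277, range over all alternatives 0.00422 to 0.293), and -0.10 in TNF-α replicate 1 against -0.47 in replicate 2, so the same explanation may apply. A response to TNF-α stays open for both lists.

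Genes that moved by at least 1 on the log2 scale in TNF-α replicate 1 were chosen against NC replicate 1 and looked up in TNF-α replicates 2 and 3 against the other NC libraries. Of 134 genes that rose, 104 (77.6%) rose in both, where 49.7% of all genes did. Of 57 genes that fell, 36 (63.2%) fell in both, where 44.6% of all genes did. Random lists of the same size, matched on mean expression, GC content and transcript length, gave means of 52.7% for the rises and 42.0% for the falls. Of 10000 such lists, 0 and 5 gave a share as large. Both directions are in line with a response shared by the 3 TNF-α libraries. Genes are not independent of each other, and single genes of these lists may still owe their change to the shift of replicates 2 and 3.

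The 6 libraries can be split into 3 and 3 in 10 ways, so no split can reach a share under 0.1. The count of 123 changed genes was reached by 1 of the 10 splits, the real split. The other splits gave at most 0 genes, with 18 to 3082 genes at an unadjusted p under 0.05. With the correction the 396 genes were also reached by 1 of the 10 splits, and the others gave at most 0, with 21 to 1711 genes at an unadjusted p under 0.05. The 5 lists past the threshold were reached by 1 of the 10 splits, and the others gave 2 to 4 lists. With the correction 6 lists passed and 3 of the 10 splits gave as many, with 1 to 7 lists in the other splits.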
